A study of Homo sapiens with 2 samples. Its data were reported in "MUC1-C integrates aerobic glycolysis with suppression of oxidative phosphorylation in triple-negative breast cancer stem cells" (2023).

How the data were processed

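Mammospheres of BT-549 cells, an established TNBC line, were dissociated and profiled by droplet-based single-cell RNA sequencing that reads the 5′ ends of transcripts (10x Genomics 5′ chemistry). The labels assign 1 library to CTL and 1 to MUC1.kd. As described by the study, the authors silenced MUC1 with a short hairpin RNA, sequenced both libraries on the same flow cell and counted UMIs with Cell Ranger (version 6.1.1 per the file headers) against the 10x human GRCh38 transcriptome, without introns. The deposited values are counts, that is, whole numbers of UMIs per gene and cell for 36601 annotated genes, after Cell Ranger's call of cells and before any other filter or normalization. Because reads start at the 5′ end, counts depend little on transcript length, but isoforms that share a 5′ end are not told apart. The reads themselves were not used here.

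The filters that the authors state were applied to the deposited counts again. Cells were kept with at least 300 genes, under 80000 UMIs, under 10% of UMIs from mtDNA genes and a Scrublet doublet score of at most 0.25, with Scrublet run on each library alone in scanpy 1.11.5. Under 300 genes were found in 18 CTL and 86 MUC1.kd cells, and no cell reached 80000 UMIs. The mitochondrial limit was not met by 2414 CTL cells (28.2%) and 3613 MUC1.kd cells (24.1%). The doublet score was over 0.25 in 388 CTL cells (4.53%) and 1283 MUC1.kd cells (8.57%), and these putative doublets were removed. In all, 7455 of 23535 cells (31.7%) were removed and 16080 kept. Over all deposited cells the median was 1905 UMIs and 922 genes, or 2646 UMIs and 1175 genes in CTL and 1727 UMIs and 858 genes in MUC1.kd. Of 21604 genes with a UMI, the 16960 seen in at least 3 kept cells were used. No correction for free RNA was made, since 1 cell line offers no cell type that should lack a gene.

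UMIs of kept cells were summed per library and scaled to CPM, so that each library had the same total. Ratios are log2 of MUC1.kd over CTL. Counts have exact Poisson intervals, ratios have exact conditional binomial (Clopper-Pearson) intervals and shares have exact binomial intervals, all at 95%. Each covers counting error only and leaves out the difference between cultures, which 1 library per group cannot show. A list median has an interval from 2000 Poisson resamples of the counts and a percentile among 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test. The lists were glycolysis (18 genes), nuclear OXPHOS (78), mtDNA (13), hypoxia (16), ATF4 response (15), interferon (15), cell cycle (28) and cytosolic ribosome (30). They were compiled by hand in place of published signatures. The hypoxia and ATF4 lists share 1 gene, and 4 glycolysis, 8 nuclear OXPHOS and 2 mtDNA genes were also among the genes taken from the study. The cytosolic ribosome list, used for reference, had a median of −0.04, at the 5th percentile of random lists. The genes named in the text are those of the study's panel and of the rest of the study, the members of the glycolysis and mtDNA lists, and the 8 highest and 8 lowest ratios among genes with at least 50 CPM in at least 1 library.

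For shares and correlations, each cell was thinned without replacement to 2000 UMIs and shallower cells were left out. List correlations were computed on list UMIs over these cells, with no imputation, and were repeated over 20 draws. For neighbors, thinned counts were log-transformed, and 2000 variable genes, 50 principal components and 30 nearest neighbors were used. Leiden clusters were found within each library from variable genes outside all lists. Clusters were not named as cell types and their sizes were not compared.

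Positions are those of GRCh38 with GENCODE 44 annotation, matched by gene identifier for 16874 of the 16960 genes. For the scan of 3′ UTRs, 7275 genes with at least 10 CPM on average and a 3′ UTR in their canonical transcript were used. Their ratios were adjusted for the log length of the 3′ UTR, its square and log expression, and limited to 1.5 on either side of 0. For each of 15943 7-mers present in at least 50 of these 3′ UTRs, the mean adjusted ratio of genes with and without it was compared. The difference was divided by its deviation expected from the spread over genes (standardised difference), and 100 shuffles of the ratios among genes gave its range without any relation. Genes are not replicates, and this ranking is a description of these libraries. The hairpin's own sequence was not used here.

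The code was tested on simulated data. With 10543 genes drawn at the depth of these libraries and 200 of them changed, the interval held the true ratio for 93% of changed and 95.3% of other genes, 97.5% of changed genes were on the right side, and a glycolysis list simulated at −0.70 was found at −0.69. In the 3′ UTR scan on 7275 genes, a 7-mer whose carriers were lowered by 0.2 ranked first in 20 of 20 draws.

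The alternatives were other cell filters (no filter, no mitochondrial limit, a limit of 20%, no doublet removal, at least 1000 genes), other scaling (TMM in edgeR 4.0.16, size factors in DESeq2 1.42.0, totals without mtDNA or ribosomal protein genes), the mean CPM of single cells, a minimum of 200 UMIs per gene, other list summaries, other thinning depths (1000, 4000 and none) and other settings for neighbors and clusters. edgeR and DESeq2 were used for scaling only, since no test can be made with 1 library per group. Lists, filters, the rule for named genes and these alternatives were fixed before the data were examined. Removing GAPDH, scoring lists by the number of genes detected, and the alternatives for TFAM and MTERF3 in cells with a MUC1 UMI were added later. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and R 4.3.3.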

Results

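Gene expression was measured in single cells of BT-549 mammospheres, which are floating spheres grown from an established triple-negative breast cancer (TNBC) line. The study silenced MUC1 and asked if glycolysis and oxidative phosphorylation (OXPHOS) genes respond in the same or in different cells. There were 2 libraries, 1 from control spheres (CTL) and 1 from spheres with MUC1 knockdown (MUC1.kd). Each group therefore held 1 library, no difference had a replicate check, and no test was made. All comparisons below are between these libraries, and every interval is a 95% interval that covers counting error only. The CTL library held 8561 cells and the MUC1.kd library 14974 cells. After filtering, 5794 CTL cells (67.7%; exact binomial interval 66.7% to 68.7%) and 10286 MUC1.kd cells (68.7%; 67.9% to 69.4%) were kept. These cells held 19571921 UMIs in CTL and 20483153 UMIs in MUC1.kd, where a UMI tags 1 captured molecule. The summed depths were close, whereas the depth per cell was not. The median kept cell had 3290 UMIs and 1402.5 genes in CTL as compared to 1927 UMIs and 931 genes in MUC1.kd. Transcripts of mitochondrial DNA (mtDNA) made up 3.797% of UMIs in CTL and 4.823% in MUC1.kd, and the 10 most abundant genes took 11.3% and 14.3%, respectively.

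The targeted gene was examined first. MUC1 (ENSG00000185499; GRCh38 chromosome 1, 155185824 to 155192916, minus strand) had 569 UMIs in CTL and 74 UMIs in MUC1.kd. Scaled to the same total in each library (CPM), MUC1 was at 29.1 CPM in CTL (exact Poisson interval 26.7 to 31.6) and 3.61 CPM in MUC1.kd (2.84 to 4.54). The log2 ratio of MUC1.kd over CTL was −3.01, with an exact interval of −3.38 to −2.66. Of the alternatives tried, keeping only cells with at least 1000 genes moved this ratio most, to −3.20. With every cell thinned to 2000 UMIs, at least 1 MUC1 UMI was found in 258 of 4752 CTL cells (5.43%; exact binomial interval 4.80% to 6.11%) and in 33 of 4818 MUC1.kd cells (0.685%; 0.472% to 0.961%). Thinning left out 1042 CTL cells (17.98%) and 5468 MUC1.kd cells (53.2%) that were shallower. Without thinning, the shares were 8.49% (492 of 5794 cells) and 0.7% (72 of 10286 cells). All cells were of 1 line, with no cell type that should lack MUC1, so the part of these shares that came from free RNA was not measurable. A CTL cell without a MUC1 UMI at this depth was not shown to lack MUC1 transcripts.

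The study followed a panel of glycolytic, mitochondrial and stemness genes across single cells. Among its glycolytic genes, HK2 (chromosome 2, 74834127 to 74893359) went from 83.6 CPM in CTL to 50.6 CPM in MUC1.kd, a log2 ratio of −0.73 (−0.84 to −0.61). SLC2A1, which encodes the glucose transporter GLUT1 (chromosome 1, 42925353 to 42958893), was lower by a log2 ratio of −0.88 (−1.02 to −0.74). PFKL (chromosome 21, 44300051 to 44327376) was lower by −0.73 (−0.83 to −0.63). PGAM1 (ENSG00000171314; chromosome 10, 97426191 to 97433444, plus strand) changed far more than these, from 11421 UMIs and 583.5 CPM in CTL to 1666 UMIs and 81.3 CPM in MUC1.kd. Its log2 ratio was −2.84 (−2.92 to −2.77). After thinning, a PGAM1 UMI was found in 67.7% of CTL cells (66.3% to 69.0%) and in 15.4% of MUC1.kd cells (14.4% to 16.4%), and the unthinned shares were 76.1% and 14.3%. The PGAM1 3′ UTR carries the 7-mer ATCAGTA at 97433412 to 97433418 in exon 4 of 4. The same 7-mer lies in the MUC1 coding sequence at 155187772 to 155187778 in exon 5 of 8, and the 796 genes with it in the 3′ UTR had a median ratio of −0.23. This 7-mer was picked by ranking 7-mers on these same ratios, so that the low median partly reflects the choice.

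For the regulators of mtDNA transcription, TFAM (chromosome 10, 58385345 to 58399220) was higher in MUC1.kd by a log2 ratio of 0.33 (0.25 to 0.41), at 144.6 CPM as compared to 115.2 CPM in CTL. MTERF3 (chromosome 8, 96239398 to 96261610) was lower by −0.83 (−1.02 to −0.65). The mtDNA gene MT-ND1 (mtDNA 3307 to 4262) was higher by 0.66 (0.63 to 0.68), and MT-CO2 (mtDNA 7586 to 8269) by 0.74 (0.73 to 0.75). The nuclear electron transport genes of the panel were both lower, SDHD by −0.35 (−0.44 to −0.27) and CYCS by −0.81 (−0.85 to −0.76). Of the stemness genes, CD44 was lower by −0.29 (−0.35 to −0.23). ALDH2 was lower by −0.95 on only 111 and 60 UMIs, with an interval of −1.43 to −0.49. None of these 13 panel genes changed direction under any alternative. Matching cells by depth, given below, was not among these alternatives, and MT-ND1 changed direction in the shallowest cells.

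**Figure D1:**
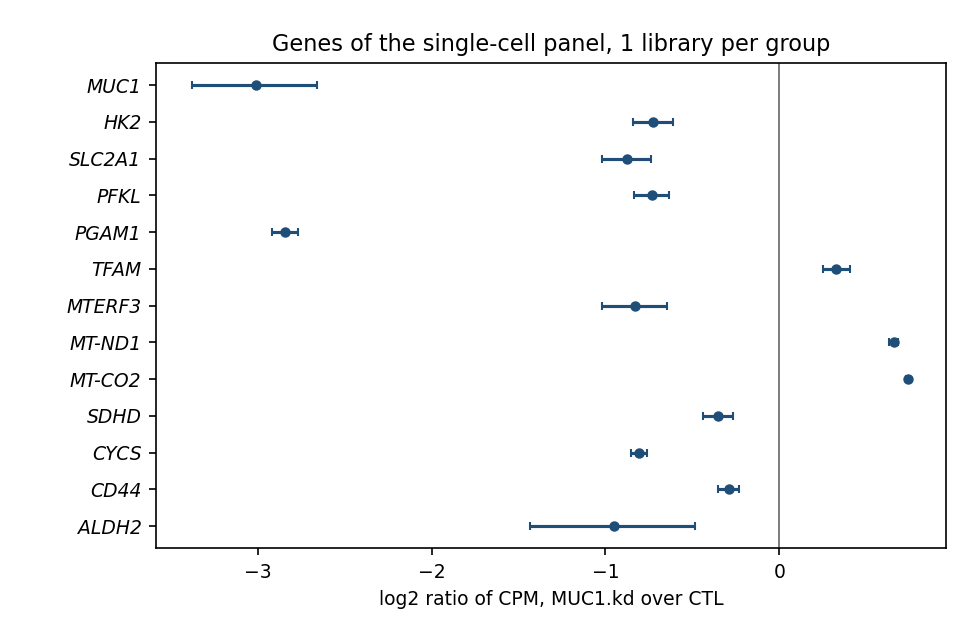
Log2 ratio of CPM, MUC1.kd over CTL (x axis), for each of the 13 panel genes (y axis). Points are ratios of summed UMIs from 1 library per group and bars are exact 95% intervals for counting error. MUC1 at −3.01 and PGAM1 at −2.84 lie far to the left of the other genes, while TFAM, MT-ND1 and MT-CO2 lie above 0.

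Lists of genes were next compared as a whole. The glycolysis list of 18 genes had a median log2 ratio of −0.69 (−0.72 to −0.63 on resampling the counts), and 16 of the 18 genes were lower in MUC1.kd. None of 10000 random lists matched on mean expression had a median as low, and 95% of them lay between −0.19 and 0.12. The median moved most, to −0.83, when only cells with at least 1000 genes were kept, and was −0.66 without PGAM1. Apart from PGAM1 and the panel genes given above (SLC2A1, PFKL and HK2), the lowest members were ALDOC (−1.22), GPI (−1.15), ALDOA (−1.06) and ENO2 (−1.01), followed by LDHA (−0.85), PGK1 (−0.66), TPI1 (−0.56), PKM (−0.44), ENO1 (−0.32) and PFKM (−0.21). GAPDH, at 26950.4 CPM the most abundant member, was lower by −0.11 over all kept cells, so that the UMIs of the list summed together had a log2 ratio of −0.25. LDHB (−0.05) and PFKP (0.09) each changed direction under an alternative. HK1 (0.08) had an interval that included 0, also changed sign under 1 alternative, and was not distinguishable between the libraries at this depth.

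The nuclear OXPHOS list of 78 genes had a median of 0.05 (0.03 to 0.06), with 47 genes higher and 31 lower in MUC1.kd. Random lists had medians between −0.15 and 0.01, and 99.75% of them were at or below that of the OXPHOS list. The mean of its members was 0.02, a smaller difference in the same direction. The mtDNA list, which holds the 13 protein-coding genes of the mitochondrial genome, had a median of 0.27 (0.25 to 0.29), above all 10000 random lists (−0.14 to 0.10). MT-ND4L (−0.10) was the only member lower in MUC1.kd. The other 10 members not in the panel ranged from 0.06 for MT-ATP8 and 0.10 for MT-ND4 to 0.50 for MT-ND3, and MT-ATP8 and MT-ND4 each changed direction under an alternative. The mtDNA median went down most when the CPM of single cells were averaged in place of summing UMIs, to 0.17, and up most under TMM scaling, to 0.36.

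**Figure D2:**
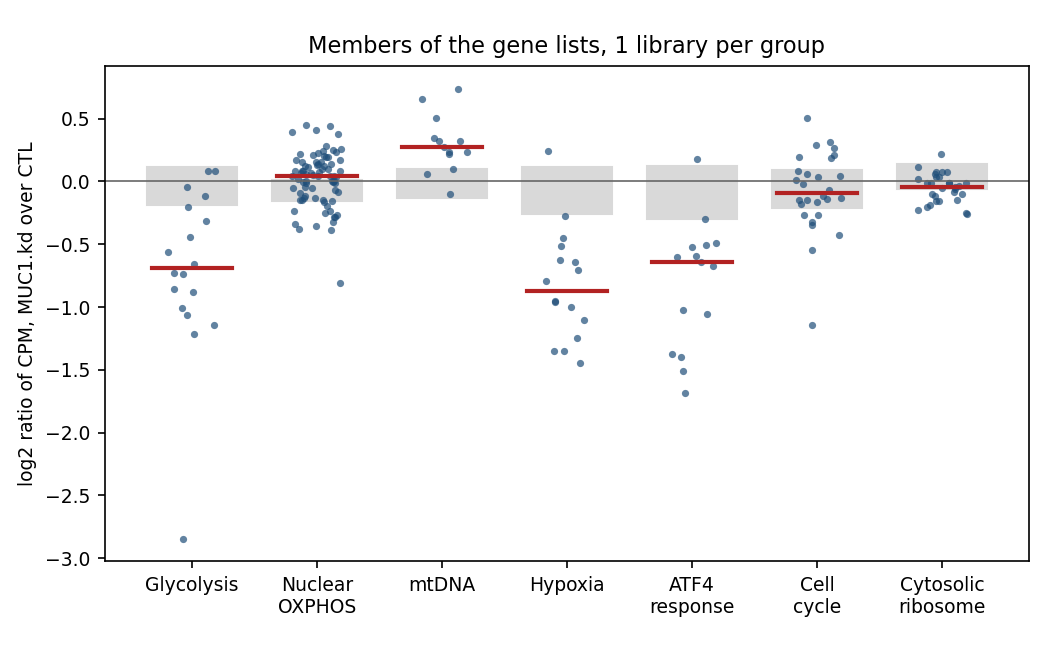
Log2 ratio of CPM, MUC1.kd over CTL (y axis), for the members of 7 gene lists (x axis), with 1 library per group. Blue points are genes, red lines are list medians and grey boxes span 95% of the medians of 10000 matched random lists. The medians of the glycolysis (−0.69), hypoxia (−0.87) and ATF4 response (−0.64) lists lie below their boxes, and those of the nuclear OXPHOS (0.05) and mtDNA (0.27) lists lie above theirs.

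Additional genes that the study named outside this panel, in the same single-cell experiment or in others, were also counted. BMI1 was lower in MUC1.kd by −1.32 (−1.51 to −1.14) and ZEB1 by −1.25 (−1.39 to −1.10), whereas MYC was higher by 0.32 (0.26 to 0.37). TWIST1 (−0.03; −0.07 to 0.02) and TFB2M (0.11; −0.03 to 0.25) had intervals that included 0, and TWIST1 changed sign under 2 alternatives. SOX2 had 2 UMIs in each library, and no difference was detectable at this depth. SOD2 was higher by 0.80 (0.78 to 0.83) and PRDX3 lower by −0.15 (−0.21 to −0.08). SDHA (−0.28), COX8A (−0.25), ATP5MF (−0.19) and CYC1 (−0.15) were lower, and ATP5MC3 (0.07) and NDUFA4 (0.06) were slightly higher. HSPA5 was lower by −0.93 (−0.95 to −0.90). The nuclear transcript NEAT1 was higher by 0.50 and MALAT1 lower by −0.14.

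Among 2947 genes with at least 50 CPM in at least 1 library, PGAM1 had the lowest log2 ratio. It was followed by WARS (−2.27), FBLN2 (−2.12), FSCN1 (−2.09), DARS (−2.05), HMGCS1 (−1.99), PSMB5 (−1.93) and AIMP2 (−1.91). The 7-mer ATCAGTA is present in the 3′ UTR of PGAM1, WARS, FSCN1, DARS, PSMB5 and AIMP2, which is expected in part because it was picked for its low ratios. ZEB1, LDHA, CYCS, CD44 and TFAM also carry it in the 3′ UTR. BMI1, PFKL and MTERF3 carry it only in the coding sequence. The highest ratios were found for MT1F (3.48), INHBA (2.55), MT1M (2.52), TMEM238 (2.15), MT1E (2.05), SERPINA3 (1.88), KRT7 (1.83) and TNFRSF10A (1.54), and none of these 8 genes carries the 7-mer in its 3′ UTR. MT1E, MT1F and MT1M are metallothionein genes of similar sequence on chromosome 16 whose reads can be split between copies, so the ratio of each is uncertain.

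Given the difference in depth per cell, ratios were recomputed among cells with a like number of UMIs. In 6 classes from 500 to 4000 UMIs, the glycolysis median ranged from −0.50 to −1.03 and that of the nuclear OXPHOS list from 0.09 to 0.64. PGAM1 ranged from −2.11 to −2.94, and MUC1 from −2.13 to −3.45. GAPDH was higher by 0.13 and 0.12 in the 2 classes below 1500 UMIs and lower by −0.32 to −0.62 in the 4 above, so that its ratio over all cells mixes depths. The mtDNA median did not hold across classes. It was −0.57 in cells with 500 to 1000 UMIs and 0.00 in those with 1000 to 1500 UMIs, but lay between 0.26 and 0.49 in the 4 classes from 1500 to 4000 UMIs. Of the panel, MT-ND1 was at −0.20 and MT-CO2 at 0.02 in cells with 500 to 1000 UMIs. Both were higher in MUC1.kd in every deeper class.

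**Figure D3:**
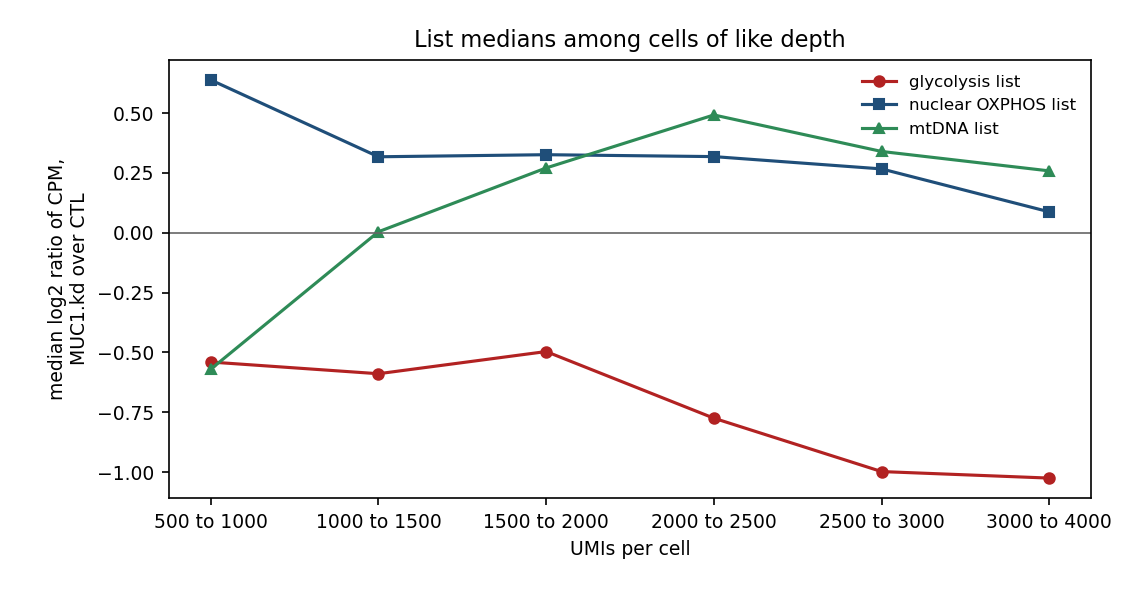
Median log2 ratio of CPM, MUC1.kd over CTL (y axis), of the glycolysis, nuclear OXPHOS and mtDNA lists in 6 classes of cells by UMIs per cell (x axis), with 1 library per group. The glycolysis medians lie between −0.50 and −1.03, and the mtDNA median goes from −0.57 in the shallowest class to 0.26 in the deepest.

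To address if glycolysis and OXPHOS genes are found in the same cells, the UMIs of the glycolysis and nuclear OXPHOS lists were correlated across thinned cells within each library. Spearman's rho was −0.51 over 4752 CTL cells and −0.32 over 4818 MUC1.kd cells, and cells are not replicates. Of 1000 random pairs of lists matched on mean expression, 95% lay between −0.24 and 0.13 in CTL and between −0.23 and 0.12 in MUC1.kd. GAPDH contributed 69.9% of the UMIs of the glycolysis list in CTL and 75.3% in MUC1.kd. In random lists, each member was replaced by 1 of the 50 genes nearest in expression rank. Most substitutes for GAPDH were therefore less abundant than GAPDH. The random ranges for the full glycolysis list thus do not show the rho of random lists that are dominated by 1 gene to this degree. When GAPDH was removed, an alternative chosen after seeing the data, rho was 0.03 in CTL and −0.03 in MUC1.kd, both within the range of random pairs. In all, 5 planned pairs of lists were correlated in each library, and 1 pair was added after seeing the data. The glycolysis list had a rho with the hypoxia list of 0.51 in CTL and 0.43 in MUC1.kd, with the cell cycle list of −0.40 and −0.32, and with the mtDNA list of −0.20 and −0.05, respectively. Random pairs lay between −0.16 and 0.16 in CTL and −0.15 and 0.11 in MUC1.kd for hypoxia, between −0.15 and 0.06 in both for the cell cycle, and between −0.15 and 0.32 in CTL and −0.16 and 0.35 in MUC1.kd for mtDNA, so that the mtDNA value in MUC1.kd was within its range. Without GAPDH, these values were 0.25 and 0.29 for hypoxia, above their random pairs (−0.14 to 0.15 in CTL, −0.09 to 0.11 in MUC1.kd). They were −0.04 and 0.01 for the cell cycle (random −0.12 to 0.10 in CTL, −0.10 to 0.12 in MUC1.kd) and −0.08 and −0.06 for mtDNA (−0.20 to 0.26, −0.20 to 0.23), all within range. The rho of the nuclear OXPHOS and mtDNA lists was 0.09 in CTL (random −0.36 to 0.04) and −0.10 in MUC1.kd (random −0.38 to −0.04). The added pair, cell cycle and nuclear OXPHOS, had a rho of 0.28 in CTL (random −0.02 to 0.16) and 0.21 in MUC1.kd (random 0.03 to 0.19).

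**Figure D4:**
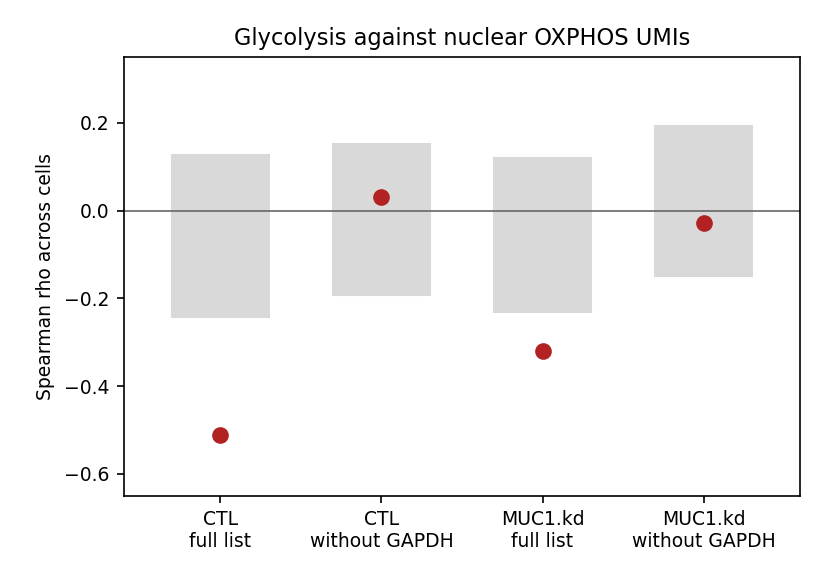
Spearman's rho across thinned cells (y axis) between the UMIs of the glycolysis and nuclear OXPHOS lists, with the full glycolysis list and without GAPDH, in CTL and MUC1.kd (x axis; 1 library each). Grey boxes span 95% of 1000 random pairs of lists. The correlation coefficients are −0.51 and −0.32 with GAPDH, and 0.03 and −0.03 without it.

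The study also related MUC1 to HK2 across cells. In CTL, the 258 thinned cells with a MUC1 UMI had 98.9 CPM of HK2 and the 4494 cells without one had 86.6 CPM. The log2 ratio of 0.19 had an interval of −0.25 to 0.60 and changed sign under alternatives (−0.35 to 0.06), so that no difference was detectable at this depth. The intervals for TFAM (−0.15; −0.59 to 0.26) and MTERF3 (0.15; −0.65 to 0.86) also included 0. Under alternatives chosen after seeing the data, MTERF3 changed sign (−0.20 to 0.07), whereas TFAM stayed below 0 (−0.52 to −0.31), and with no mitochondrial limit its interval of −0.98 to −0.09 excluded 0. The summed glycolysis UMIs were higher in cells with a MUC1 UMI by a log2 ratio of 0.17, those of the mtDNA list were higher by 0.08, and those of the nuclear OXPHOS list were lower by −0.10. Before thinning, the cells with a MUC1 UMI had a median of 3363.5 UMIs and those without had 3616.5.

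Separation of the libraries was measured as the share of a cell's 30 nearest neighbors that came from its own library, with equal depth and 4752 cells from each library. This share was 90.3% on average, where 50% is the value for mixed cells. Each library split at random gave 50.01% (CTL) and 49.85% (MUC1.kd). The share was lowest, at 81.6%, without the genes that differed over 2-fold between the libraries. Clustering each library alone, without the listed genes, gave 3 clusters in CTL and 2 in MUC1.kd at a resolution of 0.5, but 1 in each at 0.25 and 7 in each at 1. Across the 3 CTL clusters, the glycolysis list ranged from 32065 to 53335 CPM, and without GAPDH from 11870 to 12979 CPM. The corresponding ranges across the 2 MUC1.kd clusters were 23268 to 40030 CPM and 7634 to 7977 CPM. The narrow ranges without GAPDH held only at this resolution, since at a resolution of 1 they were 10227 to 13897 CPM in CTL and 5747 to 8808 CPM in MUC1.kd. HK2 was highest in the cluster of each library with the most GAPDH and the least nuclear OXPHOS, at 161.4 CPM in CTL (54.2 and 66.2 CPM in the others) and 57.3 CPM in MUC1.kd (29.7 CPM in the other). PGAM1 was between 492.5 and 626.3 CPM in the CTL clusters and between 75.04 and 93.78 CPM in those of MUC1.kd. At a resolution of 1, its ranges were wider, at 490.3 to 678.5 CPM in CTL and 59.88 to 138.9 CPM in MUC1.kd.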

Values the study reported

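The study reported 23,535 cells from Cell Ranger, of which 8,561 were control and 14,974 were MUC1 knockdown cells. It gave a median of 1,175 genes and 2,697 UMIs per cell. After quality control, 6,806 cells (28.92%) had been removed, and the 16,729 cells that were left comprised 5,837 control and 10,892 knockdown cells.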

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

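Of the alternatives in this part, removing GAPDH, counting detected genes and those for TFAM and MTERF3 by MUC1 UMI were chosen only after the result was seen. No paired analysis was possible because each group held 1 library.

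The MUC1 ratio was between −3.20 and −2.93 under 10 alternatives, all within its counting interval. Over 69 single genes and 690 alternatives, 467 values stayed within the counting interval of the reported one and 216 moved beyond it. The other 7 changed sign in 4 genes whose interval excluded 0. In 3 genes whose interval included 0 (TWIST1, HK1 and SOX2), 7 more values changed sign, 3 of them beyond the interval. PFKP was −0.0847 with at least 1000 genes per cell. LDHB was 0.0355 under TMM, 0.0189 under DESeq2 size factors and 0.0597 as the mean of single cells. MT-ND4 was −0.0459 as the mean of single cells. MT-ATP8 was −0.00543 with no mitochondrial limit and −0.0301 as the mean of single cells. For LDHB, the scaling shift itself accounts for the 2 changes under TMM and DESeq2, since both move every gene up by the same amount. For the other 3 genes the cause was not tested.

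The 3 list medians kept their sign under every alternative. With at least 1000 genes per cell, the medians were −0.83 (glycolysis), 0.10 (nuclear OXPHOS) and 0.29 (mtDNA). TMM gave −0.61, 0.13 and 0.36, and DESeq2 size factors −0.63, 0.11 and 0.34. These factors shift all genes alike, and moved the median of all genes from −0.05 to 0.03 (TMM) and 0.02 (DESeq2) and the share of genes higher in MUC1.kd from 44.1% to 53.7% and 52.1%. Totals without mtDNA genes gave 0.29 for mtDNA, and totals without mtDNA and ribosomal protein genes 0.0660 for nuclear OXPHOS and 0.29 for mtDNA, again as a shift of all genes. As the mean of single cells, nuclear OXPHOS was 0.10 and mtDNA 0.17. As the mean of members, they were 0.0172 and 0.301. Without doublet removal, mtDNA was 0.29. Beyond the scaling shifts, the cause was not tested.

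The share of cells with a MUC1 UMI follows the thinning depth by construction. In CTL it was 2.82% at 1000 UMIs, 8.27% at 4000 and 8.49% with no thinning. In MUC1.kd it was 0.461% at 1000 and 1.06% at 4000, where only 282 cells were deep enough.

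The rho of glycolysis and nuclear OXPHOS in CTL was −0.39 at 1000 UMIs, −0.53 at 4000, −0.49 with no mitochondrial limit, −0.50 with no doublet removal and −0.13 from detected genes. It changed sign, to 0.0302, without GAPDH. In MUC1.kd it was −0.30 at 1000, −0.37 at 4000, −0.28 with no mitochondrial limit, −0.31 with no doublet removal, −0.33 thinned without mtDNA genes, −0.0463 from detected genes and −0.0275 without GAPDH. Shallower cells carry more counting noise, but the cause was not tested. The ratio of HK2 in CTL cells with against without a MUC1 UMI was −0.35 at 4000 UMIs, −0.18 at 1000, −0.11 with no doublet removal and 0.06 with no mitochondrial limit, all with few HK2 UMIs in cells with MUC1; the cause was not tested. MTERF3 changed sign likewise (−0.20 at 1000, −0.12 with no doublet removal), and TFAM did not.

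The share of neighbors from the own library was 81.8% at 1000 UMIs, 88.5% without mtDNA and ribosomal protein genes, 92.9% with 20 components and 81.6% without the genes over 2-fold apart, and the cause was not tested. The number of clusters was 1 at resolution 0.25 and 7 at resolution 1 in CTL, and likewise 1 and 7 in MUC1.kd, as set by the resolution.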

Other observations

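In this part, the tests chosen only after the result was seen were those of the mtDNA list by depth, carry-over between libraries, base composition, match length, GAPDH, hypoxia without GAPDH, HK2 by cluster and cell cycle with nuclear OXPHOS. The limits for reading the 7-mer rank and the shared run were also set after those tests had been run.

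Among genes with at least 50 CPM, PGAM1 had the lowest ratio, at −2.84. It lay below the next lowest glycolysis gene by −1.63, which argues against a fall shared with the rest of the pathway as its whole cause. The 50 expressed genes around PGAM1 on chromosome 10 (87189773 to 101783446) had a median 0.05 above that of all genes (0.0458). This argues against loss of that whole stretch. The run of 25 neighboring genes that holds PGAM1 differed from the median of all genes by −0.12, within the largest distance in shuffled gene order (0.41). A smaller loss at PGAM1 itself was not tested. The longest exact run that PGAM1 shares with the MUC1 transcript was 11 bases, and 81.9% of expressed genes had a run at least as long, which argues against a hairpin that meets PGAM1 through long complementarity.

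A short match remained open. Of 15943 7-mers ranked by how far the ratios of genes with the 7-mer in the 3′ UTR were lowered, rank 1 was ATCAGTA, which occurs in both the MUC1 coding sequence and the PGAM1 3′ UTR. The 796 genes with it (10.9% of 7275) were lower by −0.22 on average, with a standardised difference of −13.8. The values in 100 shuffles lay between −4.54 and 5.07, and the next 7-mer, TCAGTAA, overlaps the first (−10.1). The rank was 1 under the 6 alternatives that could change it, as scaling shifts all genes alike and cannot. By chance alone a leading 7-mer would lie in MUC1 in 9.40% of cases, since that share of ranked 7-mers occurs there. An effect of the hairpin's seed on transcripts other than MUC1 could give these values, and PGAM1 may be one such transcript. The seed is the short stretch by which a small RNA pairs with 3′ UTRs. From its bulk data, the study attributed higher PGAM1 in spheres to MUC1-C. The heatmaps it cites include treatment with GO-203, an inhibitor of MUC1-C that is not a hairpin. Those data were not used here.

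The form of the relation was in part that of small-RNA pairing. The median ratio was −0.31 for 260 genes with the 8-mer ATCAGTAA (random genes with 3′ UTRs of like length −0.13 to −0.01), −0.20 for 536 with the 7-mer only (−0.10 to −0.04), −0.14 for 624 with TCAGTAA only (−0.10 to −0.04) and −0.36 for 152 with 2 or more copies of the 7-mer (−0.14 to −0.002), all below their ranges. The 1126 genes with only the 6-mer TCAGTA (−0.07; −0.10 to −0.05) and the 313 with the 7-mer only in the coding sequence (−0.10; −0.12 to −0.01) were within theirs. The random genes included carriers of the 7-mer and were not matched on the length of the coding sequence. These ranges therefore do not show that such genes were unchanged. The 4729 genes with none in the 3′ UTR had a median of −0.03, above their range (−0.06 to −0.05). Of these, the 4416 with no match in the coding sequence either had a median of −0.02. The 7-mer had been picked on these same ratios, which makes its carriers look lower. Base composition alone was argued against, since among 405 other 7-mers of the same bases that do not overlap the 8-mer the best rank was 207. TFAM carries the 7-mer and was higher (0.33), so a match did not predict the direction of every gene. A cellular small RNA with the same seed that differed between the cultures could give the same values, and the hairpin's sequence was not used here. The scan describes 1 pair of libraries, and a second hairpin with another seed was not analysed here.

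Seed matches in the members' own 3′ UTRs did not account for the whole of the lower glycolysis list. The 14 members with no match of 6 or more bases in the 3′ UTR had a median of −0.50, below all random lists (−0.20 to 0.14). The 4 members with a match had a median of −0.87, so matches may add to the fall. In the hypoxia list, the 10 members with no match had a median of −0.89 (random −0.35 to 0.16), as compared to −0.80 for the 6 with a match. An indirect effect, through matches in genes outside these lists, was not tested. Comparing cells with a like number of UMIs did not remove the lower glycolysis median, as its highest value over the 6 depth classes was −0.50. Cells of 1 class could still differ in kind between the libraries, so a part played by depth per cell stays open. Cells with 4000 or more UMIs, 1765 of 5794 in CTL and 282 of 10286 in MUC1.kd, were in no class. A weaker hypoxia response is a candidate explanation, since the hypoxia list had a median of −0.87 with 15 of 16 genes lower (random −0.26 to 0.11). Its median lay between −1.55 and −1.15 in the 6 depth classes, all below the value over all cells. The hypoxia list also followed glycolysis across cells even without GAPDH. Their rho was 0.25 in CTL (random pairs −0.14 to 0.15) and 0.29 in MUC1.kd (−0.09 to 0.11). The ATF4 list had a median of −0.64 with 14 of 15 genes lower (random −0.30 to 0.13), so a lower stress response may also contribute. Sphere size, oxygen and nutrients were not measured in these libraries, and MUC1 silencing itself stays open as the source of both.

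The mtDNA list was higher in MUC1.kd by 0.27, and lifting the mitochondrial limit left it at 0.25 (0.255), which argues against the limit as its cause. Over 6 classes of cells by depth, the median changed sign, with a lowest value of −0.57. The mtDNA ratio and depth per cell cannot be told apart, because cells of 1 class in a library with a median of 3290 UMIs could differ in kind from cells of that class in a library with a median of 1927 UMIs.

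The wide spread of ratios between the libraries was set against other differences between the cultures. The cell cycle list had a median of −0.0947 (random −0.21 to 0.09), with 16 genes lower and 12 higher, and the interferon list one of −0.0245 (random −0.50 to 0.18), with 7 lower and 7 higher. Medians over members that go both ways do not decide on a difference in cycling cells or on an interferon response to the hairpin, and both stay open. The study calls the libraries shCTL and shMUC1, so CTL may also have carried a hairpin. A response shared by both libraries would not show in these ratios. Over 287 runs of 25 neighboring genes, the SD of run medians was 1.14 times that of shuffled gene order, 0.103 as compared to at most 0.0969 in 100 shuffles. No single run lay farther from the genome-wide median than in the shuffles (−0.29 to 0.28 as compared to 0.41). A small or subclonal difference in copy number may add to the spread, but neighboring genes that are regulated together would give the same, and these cannot be told apart here.

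The 74 MUC1 UMIs in MUC1.kd could have been carried over from CTL, as the libraries shared a flow cell. Molecules carried over from CTL cells keep the CTL barcode, whereas 97.3% of these UMIs were in cells whose barcode was not found in CTL. In the 114 kept cells with a shared barcode, PGAM1 was at 81.9 CPM, as compared to 81.3 CPM in the others. MUC1 itself was higher there, at 9.10 CPM (1.10 to 32.9) as compared to 3.55 CPM, but on only 2 UMIs. Carry-over from CTL cells is therefore an unlikely source of the 97.3%, and a small part stays open, while residual expression and free RNA within the MUC1.kd library were not separated.

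The inverse relation of the summed UMIs of the glycolysis and nuclear OXPHOS lists across cells may rest on GAPDH. Without it, rho in CTL was 0.0302, while leaving out any 1 of the other 17 genes left rho between −0.52 and −0.51 in CTL and between −0.33 and −0.32 in MUC1.kd. GAPDH alone had a rho with nuclear OXPHOS of −0.56 in CTL and −0.33 in MUC1.kd, and of only 0.21 with the rest of the glycolysis list in each. A part of the relation did not depend on GAPDH's abundance, since rho from the number of genes detected (−0.13 in CTL, −0.05 in MUC1.kd) was still below the range that held 95% of 200 random pairs (−0.03 to 0.19 and 0.001 to 0.17). HK2 was also highest, at 161.4 CPM, in the CTL cluster with the least nuclear OXPHOS. A score that sums UMIs would thus mostly follow 1 gene in these libraries, but GAPDH was not shown to be the only gene in this relation. The study scored published gene sets with UCell, which was not run here. The part of GAPDH in the inverse correlation that the study reported was therefore not tested. The cell cycle list rose with nuclear OXPHOS. Their rho was 0.28 in CTL (random −0.02 to 0.16) and 0.21 in MUC1.kd (random 0.03 to 0.19). The cell cycle list also fell as glycolysis rose (−0.40 and −0.32). Without GAPDH, the latter values were −0.04 and 0.01, both within the range of random pairs. A part played by cycling cells stays open.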
